A study of Aspergillus fumigatus with 8 samples.

How the data were processed

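Poly(A) RNA was sequenced from mycelium of Aspergillus fumigatus CEA10, a wild-type laboratory strain of this filamentous mould, after 24 h in liquid minimal medium at 37 °C or 42 °C. Per the labels' protocols, spores harvested from plates after 5 days were used to inoculate 50 mL cultures shaken at 200 rpm. RNA was extracted with TRIzol and treated with DNase, and directional libraries were made by the dUTP method and read as 150 bp pairs. The titles give 4 libraries at each temperature, 8 in all, and each library was assigned to its temperature by its title. The columns of the count table name the replicate and the temperature, so each column matched 1 library, and 0 columns were left unmatched.

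The authors deposited a table of raw counts of reads per gene and a table of their own comparison. The authors' count table is named for htseq-count and the authors' comparison for DESeq2, per the file names. The aligner, the genome build, the annotation, the strand setting of the counting and the versions are not given in the sources used here. The libraries are directional, so counting with the opposite strand setting would lower the totals and make the counts of every gene those of reads from the opposite strand. This was not tested here, and all counts are read on the assumption that the opposite setting was not used. In addition, genes that overlap another gene or lie antisense to one are uncertain, as are genes with a near-identical copy. The count table lists 10109 genes with whole numbers of 0 or more and holds no line for unassigned reads. Of these genes, 416 had 0 counts in all 8 libraries. Both deposited tables separate their cells with semicolons, and the authors' comparison is written with decimal commas.

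The authors' deposited table of DESeq2 log2 fold changes, standard errors, p-values and adjusted p-values had lost decimal separators in part of its cells. Exponent notation was found in 72 cells of p, 22 cells of adjusted p and 11 cells of the log2 fold change. All of these were taken as shifted, without a check of each cell. For these cells p was recomputed from the deposited log2 fold change and its standard error, read without the 11 affected cells, and adjusted by the Benjamini-Hochberg method over the 6126 genes for which the authors give an adjusted p. Where p was intact, the recomputed p differed from it by at most 1.56e-08 and the recomputed adjusted p by at most 3.62e-08. The means and test statistics of that table were not used.

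The gene IDs carry the AFUB prefix of the A1163 annotation, and the deposited tables do not pair them with gene names. The reference table of gene names used here lists 10086 genes of another strain, Af293, and 0 of the 10109 IDs were found in it. A list of 11 heat shock and chaperone genes, 8 gene sets by product description and 9 secondary metabolite gene clusters, all fixed before the data were examined, were therefore void and gave no result. Checks of GC content and gene length were void for the same reason. Genomic positions are not given.

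Counts were analysed in R 4.3.3 with limma 3.58.1. Genes were kept when at least 4 libraries reached the counts-per-million (CPM) that correspond to 10 counts in a library of median size and when the total was at least 15, which left 7404 genes holding 99.3% of all counts. Library totals were scaled by trimmed mean of M-values (TMM) factors, computed from their published definition, which lay between 0.964 and 1.05. The scaled counts were fitted with limma-voom (offset of 0.5 counts, robust empirical Bayes variances) with temperature as the only term, and p-values were two-sided and adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05, and a second count took called genes with an absolute log2 fold change of at least 1. Positive values mean higher at 42 °C. CPM values of genes in the text are TMM-scaled, given as mean ± SD over the 4 libraries of a temperature. The CPM that a number of counts is worth is given without TMM scaling.

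A planned test was replaced. The quasi-likelihood test of edgeR, chosen before the data were examined, was not used. The rules of this work allow negative binomial count models only on a table whose values pass an automatic range check, and that check could not read cells separated by semicolons, although all values read as whole counts. Limma-voom, listed beforehand as an alternative, took its place.

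The procedure was tested on simulated data: 10 simulated sets of 7404 genes in 4 against 4 libraries, with 200 genes changed in each. It recovered 58.0% of genes changed 2-fold and 91.9% of genes changed 4-fold. For 2-fold changes the share was 81.3% above the median expression and 32.4% below it. Of all calls 4.34% were false, 0 calls had the wrong sign, and in sets without any change at most 1 gene was called. The simulated genes varied independently of each other, so these rates do not cover variation shared by many genes of a library. In the real libraries, the largest number of calls in a split other than by temperature was 19.

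Genes to be named were fixed by a rule before the data were examined: called, changed at least 2-fold, mean CPM of at least 10, and all 4 libraries of one temperature above all 4 of the other. In the absence of gene names the 2 largest rises and the 2 largest falls by fitted value were taken from the 34 genes that met it, of which 17 rose and 17 fell. The rule also takes members of the fixed lists, which were void, and the 3 genes with the largest share of all counts.

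The growth-condition label names doxycycline for replicate 4 at 37 °C and for all 4 libraries at 42 °C, whereas the titles and the growth protocol name none. It was left out of the fit and entered as an alternative, and replicate 4 at 37 °C was also compared with the other 3 libraries at 37 °C in a model with 3 levels, in which a single library is assumed to vary like the others. Other alternatives were 3 other scalings, 2 other filters, a stricter threshold, a test against a 2-fold change, the replicate number as a term, and each library left out in turn. A further 3 were added after the data were seen. Pairs of libraries within a temperature differed by far more than counting noise over their genes (chi-square per degree of freedom 2.70 to 12.4). None was therefore taken as a repeat read of another, and each was counted as a separate replicate. This check cannot show separate cultures, because libraries of one culture can also differ by more than counting noise. Correlations, permutations and the reading of the authors' table were done in Python 3.11.15 with SciPy 1.17.1 and pandas 2.3.3.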

Results

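The series asks how the transcriptome of A. fumigatus mycelium differs between growth at 37 °C and at 42 °C. Gene counts were available for 4 libraries at each temperature. Total counts per library were 1449399, 1007617, 1108608 and 1205220 for replicates 1 to 4 at 37 °C, and 1111784, 1043239, 1290001 and 1154794 for replicates 1 to 4 at 42 °C. These are reads counted on genes under a strand setting that is not given in the sources used here, so the sequencing depth itself is not known from them. At these totals 1 count was worth 0.690 to 0.992 CPM without TMM scaling, and the median count of a tested gene was 46 to 73 per library. Between 957 and 1213 of the 10109 listed genes had 0 counts in a library. A count of 0 still allows 3 counts, for counting error only, which corresponded to 2.07 to 2.98 CPM without TMM scaling. The 10 most abundant genes held 10.8% to 14.4% of the counts of a library.

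Libraries of one temperature were little more alike than libraries of different temperatures. Across the 7404 tested genes, which are not independent replicates, the mean Spearman correlation of log2 CPM was 0.930 for pairs within a temperature and 0.918 for pairs between temperatures. The difference was 0.0114, and 3 of the 35 splits of the 8 libraries into 4 and 4, the real one included, gave a difference as large (one-sided exact permutation p = 0.0857). With no filter except for genes at 0, the setting that moved it most, the difference was 0.00611.

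To find genes whose expression differed between the temperatures, 42 °C was compared with 37 °C by limma-voom with Benjamini-Hochberg adjustment. Of 7404 tested genes, 86 (1.16%) differed at an adjusted p under 0.05, 40 of them higher and 46 lower at 42 °C. An unadjusted p under 0.05 was found for 953 genes (12.9%). The 86 genes had absolute log2 fold changes of 0.63 to 3.12 with a median of 0.91, against a median standard error of 0.23 over all tested genes. In 569 tested genes (7.69%) the libraries of the temperatures did not overlap, where chance gives 2.86%, and 80 of the 86 were among them. The median log2 fold change of all tested genes was -0.01. With library totals alone as the scaling, 78 genes were called, and the split became 45 higher and 33 lower.

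**Figure D1:**
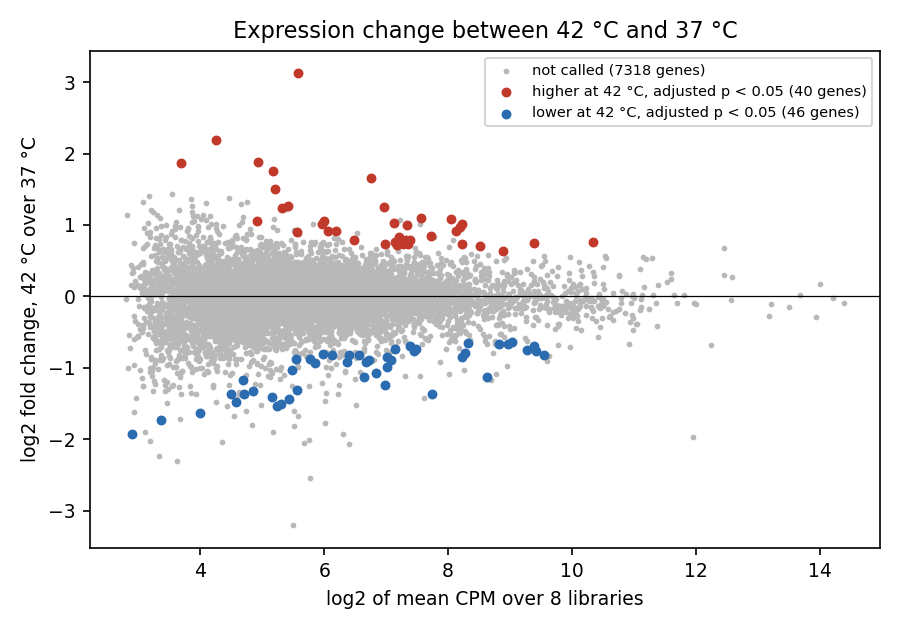
Log2 fold change of 42 °C over 37 °C (vertical axis) against the log2 of the mean CPM over 8 libraries (horizontal axis) for the 7404 tested genes, one point per gene. Red points are the 40 genes called higher and blue points the 46 called lower at 42 °C by limma-voom at an adjusted p under 0.05, and some genes with large fitted changes are grey because their libraries varied widely.

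The number of called genes depended on single libraries. It was 25 without replicate 3 at 37 °C, 24 without replicate 4 at 37 °C, 36 without replicate 2 at 42 °C and 23 without replicate 4 at 42 °C. It rose to 129 without replicate 1 at 37 °C. Without replicate 2 at 37 °C it was 65, and without replicates 1 and 3 at 42 °C, each left out alone, it was 98 and 86. The balance of directions moved as well. There were 43 higher and 86 lower genes without replicate 1 at 37 °C, but more higher than lower genes in 5 of the 8 fits. These were 16 and 9 without replicate 3 at 37 °C, 17 and 7 without replicate 4 at 37 °C, 21 and 15 without replicate 2 at 42 °C, 53 and 33 without replicate 3 at 42 °C, and 18 and 5 without replicate 4 at 42 °C. Of the 86 genes, 14 were called in all 8 of these fits, and all 86 kept their direction in each of them. The fit with doxycycline as a term, in which 42 °C is set against the only 37 °C library that carries this label, called 1 gene, AFUB_049500. Its values were 308 ± 25.2 CPM at 37 °C and 120 ± 7.68 CPM at 42 °C (SD, n = 4 each), and its log2 fold change was -1.52 in that fit (limma adjusted p = 0.0231) and -1.36 without the term. This gene met the naming rule but was not among the 2 largest falls, and it was singled out after its values were seen.

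**Figure D2:**
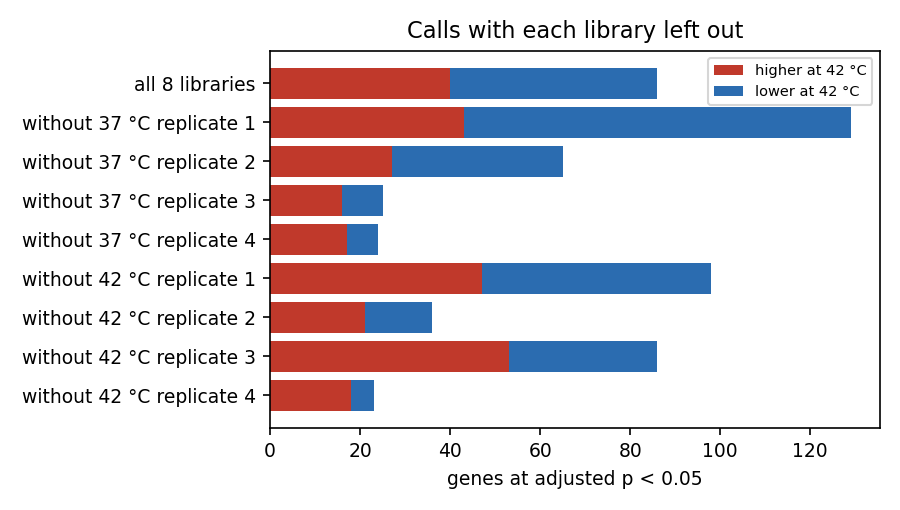
Number of genes at an adjusted p under 0.05 (horizontal axis, from 0) in the limma-voom fit to all 8 libraries and in the 8 fits that each leave out 1 library, divided into genes higher (red) and lower (blue) at 42 °C. The number is 86 with all libraries and lies between 23 and 129 with 1 library left out.

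A change of at least 2-fold was fitted for 36 of the 86 called genes, 17 higher and 19 lower at 42 °C. Among all tested genes 180 had a fitted change of this size, so most of these were not separated from the spread between replicates. The number of called genes with such a change depended on single libraries. It was 18 without replicate 3 at 37 °C and 17 without replicate 4 at 37 °C. It was 23 without replicate 2 at 42 °C and 17 without replicate 4 at 42 °C. Without replicates 1 and 2 at 37 °C, each left out alone, it rose to 49 and 38. Without replicates 1 and 3 at 42 °C, each left out alone, it rose to 44 and 38. When the change itself was tested against a 2-fold limit, 1 gene, AFUB_017510, passed (limma adjusted p = 0.00469).

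AFUB_017510 had the largest rise under the naming rule and the smallest adjusted p of all genes. Its level was 10.3 ± 4.61 CPM at 37 °C and 84.8 ± 11.5 CPM at 42 °C (SD, n = 4 each), from 9 to 18 counts and 90 to 110 counts per library. The log2 fold change was 3.12 (SE 0.32, limma-voom adjusted p = 1.65e-05). It was not called with doxycycline as a term (log2 fold change 3.38, limma adjusted p = 0.186). Over its 18 alternatives the adjusted p ranged from 8.82e-07 to that value.

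AFUB_087650 rose from 8.27 ± 4.96 CPM at 37 °C to 29.8 ± 6.26 CPM at 42 °C (SD, n = 4 each), from 3 to 14 counts and 28 to 45 counts per library. Its log2 fold change was 2.20 (SE 0.44, limma-voom adjusted p = 0.0148). It was not called without replicate 4 at 37 °C (log2 fold change 2.25, limma adjusted p = 0.0653) or with doxycycline as a term (log2 fold change 2.04, limma adjusted p = 0.664). Without replicate 1 at 37 °C, which had 3 counts, the log2 fold change was 1.53. The gene lies in a stretch of 12 tested genes with consecutive or near-consecutive IDs whose mean log2 fold change was 0.73. The adjusted p ranged from 0.0106 to 0.664 over 18 alternatives.

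AFUB_044050 had the largest fall under the naming rule, from 16.0 ± 3.48 CPM at 37 °C to 4.49 ± 0.737 CPM at 42 °C (SD, n = 4 each). These levels rest on 12 to 23 counts and 4 to 7 counts per library. The log2 fold change was -1.73 (SE 0.40, limma-voom adjusted p = 0.0381). The call was lost in 9 of 18 alternatives, with the log2 fold change between -1.82 and -1.62 and the adjusted p between 0.0168 and 0.529. Among the libraries left out, it was lost without replicate 3 (limma adjusted p = 0.144) or 4 (limma adjusted p = 0.124) at 37 °C. At 42 °C it was lost without replicate 1 (limma adjusted p = 0.0817), 2 (limma adjusted p = 0.133) or 4 (limma adjusted p = 0.117).

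AFUB_010760 fell from 24.4 ± 5.86 CPM at 37 °C to 7.43 ± 2.82 CPM at 42 °C (SD, n = 4 each), from 25 to 30 counts and 4 to 12 counts per library. The log2 fold change was -1.63 (SE 0.39, limma-voom adjusted p = 0.0455). The call was lost in 10 of 18 alternatives, with the log2 fold change between -1.85 and -1.40 and the adjusted p between 0.0122 and 0.465. Of the fits with 1 library left out, only that without replicate 1 at 37 °C kept it (limma adjusted p = 0.0122). Without replicates 2, 3 and 4 at 37 °C, each left out alone, the limma adjusted p was 0.0982, 0.140 and 0.129. Without replicates 1 to 4 at 42 °C it was 0.0606, 0.139, 0.0598 and 0.126.

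**Figure D3:**
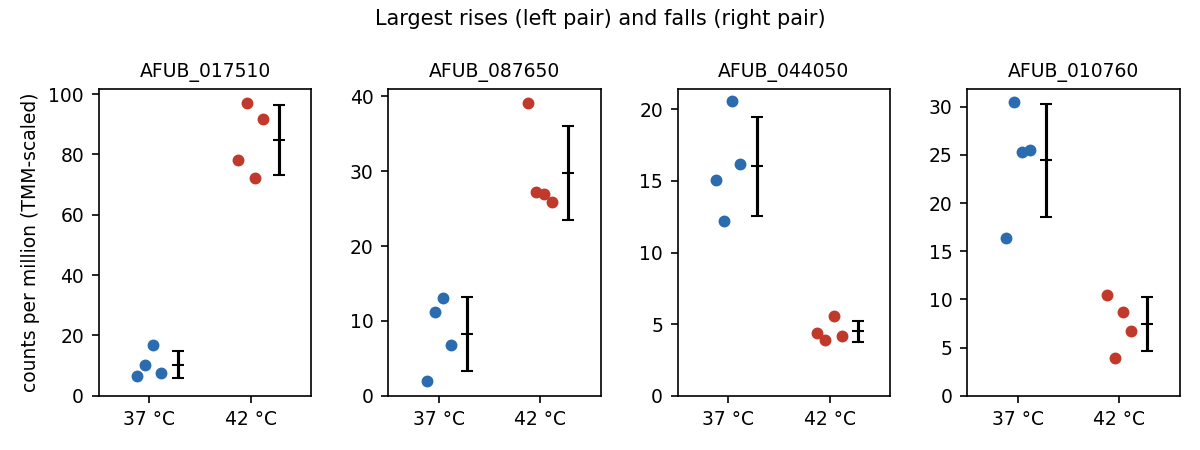
TMM-scaled CPM (vertical axes, from 0, a separate scale for each gene) of the 2 largest rises (AFUB_017510 and AFUB_087650) and the 2 largest falls (AFUB_044050 and AFUB_010760). Each point is 1 library at 37 °C (blue) or 42 °C (red), and black bars give the mean ± SD of 4 libraries. The naming rule admits only genes in which the temperatures do not overlap. The means of AFUB_017510 are 10.3 and 84.8.

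The 3 genes with the largest shares of all counts did not differ between the temperatures by more than the replicates did. AFUB_015860 held 2.18% ± 0.216 of counts at 37 °C and 2.10% ± 0.434 at 42 °C (SD, n = 4 each; limma-voom log2 fold change -0.10, SE 0.17, adjusted p = 0.861). AFUB_081530 held 1.89% ± 0.311 and 1.90% ± 0.292 (log2 fold change -0.02, SE 0.17, limma-voom adjusted p = 0.974). AFUB_023830 held 1.52% ± 0.178 and 1.76% ± 0.372 (log2 fold change 0.17, SE 0.18, limma-voom adjusted p = 0.740).

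The growth-condition label of replicate 4 at 37 °C names doxycycline, unlike that of the other 3 libraries at this temperature, so that library was compared with them. Limma-voom called 0 genes (smallest limma adjusted p = 0.999), while 129 genes had an unadjusted p under 0.05. The count was also 0 with median-of-ratios size factors and without the filter. Replicate 1, compared with its companions in the same way, gave 27 genes (smallest limma adjusted p = 5.11e-05), 21 higher and 6 lower in that library, with 659 genes at an unadjusted p under 0.05. Replicates 2 and 3 gave 0 genes, with 215 and 103 genes at an unadjusted p under 0.05. Each of these comparisons describes 1 library.

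An adjusted p under 0.05 was given for 153 genes in the authors' deposited table, 75 with a value above 0 and 78 below 0. Of these adjusted p-values, 131 were read as deposited and 22 were recomputed. The authors' deposited table gives a log2 fold change for 9693 genes and an adjusted p for 6126 of them. Of the 86 genes called by limma-voom, 80 were among the 153 called in the authors' deposited table, and all 86 had the same sign in both. Of the 6 limma-voom calls not among the 153, 5 have no adjusted p there, so the authors' values do not decide on them. The other 73 genes of the authors' deposited table also had the same sign in limma-voom and an unadjusted limma p under 0.05. Deposited values above 0 therefore mean higher counts at 42 °C.

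The size of the log2 fold changes in the authors' deposited table differed from that in the counts. Its largest absolute value among called genes was 0.61, and 0 of the 153 called genes reached 1. For AFUB_017510 the authors' deposited table gives 0.61 (SE 0.06, recomputed adjusted p of the authors = 6.13e-19), where limma-voom gave 3.12. It gives 0.38 for AFUB_087650, -0.37 for AFUB_044050 and -0.34 for AFUB_010760, each without an adjusted p. In 393 genes with a mean scaled count of at least 50 and an absolute log2 ratio of at least 0.5 between the temperatures, the log2 ratio of mean scaled counts was a median of 5.00 times the value in the authors' deposited table (5th to 95th percentile 4.93 to 5.06). The largest move came from leaving out replicate 1 at 42 °C from the counts but not from the authors' values. This gave 5.76 with genes chosen anew in the remaining libraries. In the same 393 genes it gave 5.34, and leaving out replicate 3 at 42 °C in the same way gave 4.59. Multiplied by the 5 degrees between the groups, 48 of the 153 called values of the authors' deposited table reached 1.

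**Figure D4:**
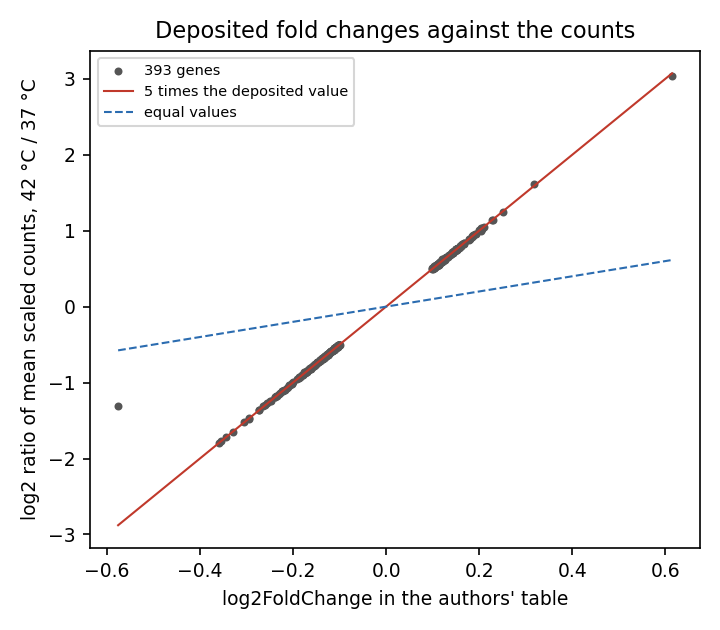
Log2 ratio of mean scaled counts at 42 °C over 37 °C (vertical axis) against the log2 fold change in the authors' deposited table (horizontal axis) for 393 genes, one point per gene, with lines for 5 times the deposited value (red) and for equal values (blue, dashed). All points but 1 follow the red line; the exception, AFUB_073830, has a log2 ratio of -1.31 in the counts and a deposited value of -0.58.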

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

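The test in this part was chosen after the value had been seen. In 20 groups of 4 values (library totals, genes at 0, the share of the 10 most abundant genes and the CPM of 7 named genes, at each temperature), 1 library stood apart from its group, and chance gives about 1 in 20. AFUB_087650 was at 39.1 CPM in replicate 1 at 42 °C, from 45 counts, while the other 3 libraries at 42 °C lay between 25.8 and 27.2 CPM. The gap to the nearest library was 0.897 of the range of the group, above the critical value of Dixon's test for a group of 4. A library of unusual size is argued against, because the total of that library, 1111784 counts, lies within the range of the other 3 (1043239 to 1290001). Chance remains open, since 1 such value is the number that chance gives in 20 groups. No biological explanation was tested, because the design separates this library from its companions by nothing but its number. The gene was still called without it (log2 fold change 2.06, limma adjusted p = 0.0283, in a range of 0.0106 to 0.664 over 18 alternatives).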

How the results depend on the processing

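The 3 scalings, 2 filters, the stricter threshold, the 2-fold test, the doxycycline term, the replicate term and the libraries left out were fixed before the data were examined; limma-trend, library quality weights, limma-voom without robust variances and all alternatives of the factor and of the correlations were chosen after the data had been seen. The DESeq2 Wald test and the likelihood ratio test of edgeR were not run, for the reason given for the quasi-likelihood test, and the void gene lists gave no value under any setting. Limma-voom, also listed beforehand, is itself the test reported.

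All 86 called genes kept their direction in every alternative in which they were tested (85 were tested at a mean CPM of at least 10). The number of called genes stayed within 1.5 times of 86 with other scalings (78 to 86), a mean CPM of at least 10 (72) and limma-trend (92). It was 56 with no filter except for genes at 0, of which 52 were among the 86, with 9693 genes fitted and adjusted for; the cause was not tested. It was 27 at an adjusted p under 0.01, 182 with library quality weights and 44 without robust variances; the cause was not tested for the last pair either. With doxycycline as a term, 1 gene was called in all and 1 with a change of at least 2-fold, because 42 °C is then compared with a single library at 37 °C. The test against a 2-fold change called 1 gene, because it asks for more than a fitted value of that size. Without one library at a time the number ranged from 23 to 129, and that of genes changed at least 2-fold from 17 to 49. Numbers fell when some libraries were left out and rose without others, so fewer samples alone are not the cause, which was not tested.

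The replicate numbers are shared by both temperatures, but the labels do not say that they mark a shared culture or day. The deviations of same-numbered libraries from their group means correlated at 0.221, 0.341, -0.0706 and -0.0108 for replicates 1 to 4. Not every same-numbered pair therefore deviated together. Across numbers, replicate 1 at 37 °C correlated at 0.223 with replicate 4 at 42 °C and at -0.383 with replicate 2. Replicate 2 at 37 °C correlated at 0.127 with replicate 3 at 42 °C and at -0.309 with replicate 1. All values between replicates 1 or 4 and replicates 2 or 3 were below 0, the highest being -0.0205. Deviations within a temperature sum to 0, so some values below 0 are forced. Variation shared across temperatures by these groups of replicates therefore stays open. With the replicate block 196 genes were called, 79 higher and 117 lower, all 86 among them, and 74 changed at least 2-fold.

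For replicate 4 at 37 °C against the other 3, the count of 0 held with other size factors and without the filter, and the same comparison for replicate 1 gave 27 genes; the cause was not tested. The factor between counts and deposited values was 5.00 to 5.01 with other scalings or the fitted values, and 5.03 to 5.76 without one library. That range comes with genes chosen anew by their ratio in the remaining libraries. In the same 393 genes throughout it was 4.59 to 5.34, on both sides of 5, so the choice of genes contributes to the upward move. The difference of correlations within and between temperatures stayed above 0 and had the same exact permutation p under both other filters. The named genes with large shares of counts were called in no alternative, and no named gene that was called reversed.

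Depth limits the low genes most: at 46 to 73 counts for a median gene, 2-fold changes simulated in the lower-expressed genes were recovered in 32.4% of cases, against 81.3% in the higher-expressed ones. A gene that was not called is therefore not shown to be unchanged.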

Other observations

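The test on the doxycycline label was chosen before its result was seen; all other tests in this part were chosen after the result had been seen.

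Chance as the source of the temperature difference was tested by refitting all 35 splits of the 8 libraries into 4 and 4. For the genes called, 1 of the 35 splits, the real one, gave a number as large (86), and for genes changed at least 2-fold also 1 split. Chance can therefore be excluded at the level of 2.86% that this design allows. Of the other 34 splits, 32 called 0 genes. The largest other number, 19, came from replicates 1 and 4 of both temperatures against replicates 2 and 3 of both, and the remaining split with calls gave 6 genes.

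Doxycycline and temperature cannot be told apart from the labels alone, since all 4 libraries at 42 °C carry the label. Replicate 4 at 37 °C, the only library that carries the label at the lower temperature, offers a test. In the 24 genes called without that library, its position between the other libraries at 37 °C (0) and those at 42 °C (1) had a median of 0.170, with quartiles of -0.0816 and 0.364, and 20 genes lay nearer to 37 °C. The other 7 libraries, each held out in the same way, had medians of 0.0683 to 0.374 on the scale from their own temperature to the other. The result goes against doxycycline as the source of the calls, but it rests on 1 library and on that label being right, so the question stays open.

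The log2 fold changes in the authors' deposited table are smaller than those in the counts by a median factor of 5.00, the number of degrees between the groups, and medians in 5 classes of expression lay between 4.99 and 5.00. Shrinkage toward 0 is argued against, because it would give a larger factor at low counts, whereas the median was 4.99 in 1004 genes with mean scaled counts of 5 to 50. A candidate explanation is that temperature was entered as a number of degrees rather than as a group, so that each value is a change per degree. On that scale a limit of 1 on the deposited value asks for a 32-fold change over 5 degrees. The 1 gene of 393 off this factor, AFUB_073830 (factor 2.28), was singled out after its values were seen; it had 0 counts in 2 libraries and 266 in another, and the cause was not tested.

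The first principal component of log2 CPM held 31.2% of the variance, with scores of -31.2 and -31.5 for replicates 2 and 3 at 42 °C and of -4.52 to 27.7 for the other 6 libraries. The mean score was 11.6 ± 13.3 at 37 °C and -11.6 ± 23.0 at 42 °C (SD, n = 4 each), a difference of -23.2 that did not pass (two-sided exact permutation p = 0.171). Its relation to library totals was r = 0.364 (exact permutation p = 0.375, n = 8) and rho = 0.405 (exact permutation p = 0.327). Without the 2 libraries farthest from the median total, r was 0.672. Its relation to the share of the 10 most abundant genes was r = -0.580 (exact permutation p = 0.134, n = 8) and rho = -0.548 (exact permutation p = 0.171), and r was -0.340 without the 2 farthest libraries. Over these 3 relations the Benjamini-Hochberg adjusted values were 0.257 for temperature, 0.375 for library totals and 0.257 for the share of abundant genes. None passed, and 8 libraries are too few to exclude temperature, library size or the share of abundant genes. No batch is named in the labels, but replicates 1 and 4 scored above replicates 2 and 3 at both temperatures. Their scores were at least 14 against at most 9.30 at 37 °C, and at least 4.27 against at most -31.2 at 42 °C. This order was noticed after the values were seen and was not tested on this component. The same grouping gave 19 called genes, the most of any split other than by temperature. A source shared by these groups of replicates therefore stays open.

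Genes with consecutive IDs changed together. Across 6190 pairs of tested genes whose IDs follow each other, Spearman's rho of the log2 fold changes was 0.118 (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give), and for IDs 500 apart it was -0.00672. Genes are not independent replicates. Temperature as the only source is argued against, because differences between 2 libraries of one temperature showed it too, with a median rho of 0.0783 over 12 pairs of libraries (0.0464 to 0.129), against 0.0871 over 16 pairs of different temperatures (0.0467 to 0.154). Reads shared between neighbouring or overlapping genes, and neighbours that vary together between cultures, both remain open and were not tested.

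The weak average hides stretches of genes that changed together far more. In windows of 10 tested genes in the order of their IDs, the largest absolute mean log2 fold change was reached from AFUB_085990 to AFUB_086080, with a mean of -1.29 and genes between -2.54 and -0.40. This exceeded every one of 100000 permutations of the gene order (permutation p = 1e-05, the smallest they can give). Windows past the 95th percentile of the permutation maxima formed 2 stretches, with 54 genes in all: 42 genes from AFUB_085890 to AFUB_086810, with a mean of -0.79 and 0 called, and 12 genes from AFUB_087530 to AFUB_087710, with a mean of 0.73. The 1 called gene of the second stretch is AFUB_087650. Outside both stretches rho was still 0.104 over 6145 pairs. These IDs were chosen after their values were seen.

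In the 10 genes from AFUB_085990 to AFUB_086080, 0 genes were called by limma-voom, and 0 had an unadjusted p under 0.05. Their mean log2 CPM, relative to the mean of all libraries, was 2.58 for replicate 1 and -0.75 to 0.35 for the other 3 replicates at 37 °C, and ranged from -2.96 for replicate 2 to 1.09 for replicate 1 at 42 °C. Temperature as the only source is argued against, because the range was 3.33 within 37 °C and 4.05 within 42 °C, against a difference of -1.22 between the temperatures (two-sided exact permutation p = 0.371, for genes picked by that difference). A part played by temperature stays open. The replicates ranked in the same order, 1, 4, 3 and 2, at both temperatures. Their values fell from 2.58 to -0.75 at 37 °C and from 1.09 to -2.96 at 42 °C. This order was noticed after the values were seen. A source shared by libraries of the same number therefore stays open, and the permutation above takes no account of it. Library size stays open too: the relation to total counts was r = 0.627 (exact permutation p = 0.103, n = 8, 1 relation tested) and rho = 0.500 (exact permutation p = 0.216), and r was 0.616 without the 2 libraries farthest from the median total. A candidate explanation is that neighbouring genes are regulated together and vary between cultures, which these libraries cannot test.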
